A study of Mus musculus with 6 samples. Its data were reported in "Long‐Term High‐Fat Diet Affected Bone Marrow Microenvironment During Aging at Single‐Cell Resolution" (2025).

How the data were processed

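Bulk RNA sequencing of cortical bone from 6 libraries was analysed, 3 from CD and 3 from HFD mice. Per the labels, total RNA was extracted with Trizol, RNA of high integrity was kept, polyadenylated mRNA was selected with oligo(dT), and strand-marked libraries whose adapters carried unique molecular identifiers were read in pairs on a NovaSeq instrument. The labels and a part of the paper call the tissue cortical bone, while other parts speak of bone particles and of marrow cells, so the label is used here. The authors deposited 1 table for the series with 32000 genes, each with gene counts and FPKM values per library. The submitters' processing notes name cutadapt 1.9, HISAT2 2.0.4, UMI-tools, StringTie 1.3.4d, DESeq2 and edgeR without giving their roles, and the paper's methods name another aligner and counter, so how the deposited counts were made, and whether the counting used the strand, is not settled. Without that, reads of overlapping or antisense genes cannot be told apart, and reads of near-identical copies may be split between them. If identifiers were used to remove duplicates, the counts are of molecules rather than reads. In the deposited FPKM the value of each gene was a constant per library times its count, within 0.356% for 98% of the values of 10853 well counted genes, so both columns hold the same measurement. Of the 32000 gene identifiers 31900 are in GENCODE M21 (GRCm38), 28964 with the same start and end.

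Groups and replicate numbers were taken from the labels. The total count per library, 54.5 to 61.6 M, is the depth behind each value. In a simulation of HFD against CD with 3 libraries each, run on 19831 genes with the spread estimated from these libraries and 200 genes changed, edgeR recovered 0%, 62%, 88% and 96% of the genes changed by 1, 2, 3 and 4 on the log2 scale with 10 false calls. DESeq2 recovered 16%, 90%, 100% and 100% with 96 false calls. The changed genes were drawn only from those with an average log2 CPM above 1, and each gene was simulated independently. These rates therefore do not cover genes of low count or variation shared between genes. No pair of libraries was identical, and the counts of every pair within a group differed by more than sampling noise.

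Counts were tested with edgeR 4.0.16 (TMM scaling, filterByExpr with a minimum count of 10, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with no covariate. The design written in advance named limma on log2(FPKM + 1) unless the table held counts, in which case edgeR was to be used; it does hold counts. The filter left 19831 genes. Normalised levels are TMM-scaled CPM, and the SE of a log2 fold change was taken from its size and the test's F value. DESeq2 1.42.0 and limma 3.58.1, with a trend on log2(FPKM + 1) and genes at an FPKM of at least 0.5 in 3 libraries, were run as alternatives, and adjusted p-values that DESeq2 left empty stayed empty.

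A total of 38 gene lists were fixed before the data were examined, as were the groups, the tests, the rule for named genes and the alternatives, apart from those said to be added later. The lists cover osteoblast and ossification, osteocyte, osteoclast, chondrocyte, fibrillar and sheet collagen matrix, marrow stromal niche, adipocyte, fatty acid binding and oxidation, cholesterol and LXR, monocyte and macrophage, dendritic cell, neutrophil granule, eosinophil, basophil and mast cell, B cell and plasma cell, T and NK cell, erythroid, megakaryocyte and platelet, stem and progenitor, endothelial, smooth muscle and pericyte, skeletal muscle, nerve and Schwann cell, MHC class I, MHC class II, interferon response, complement, inflammatory cytokine, unfolded protein response, reactive oxygen and antioxidant, proliferation, senescence, Wnt and BMP signalling, immediate early and stress, mitochondrially encoded, cytosolic ribosomal protein and housekeeping genes, and the RT-qPCR and single-cell genes of the study. Some genes stand on more than 1 list. Each list was tested with camera from limma on the log2 values of the edgeR fit at a preset correlation of 0.01, then with an estimated correlation, and with fry. The members were also adjusted over the list alone. The level of a list in a library is the mean of log2(FPKM + 1), or where said of log2 CPM, a scale added later, over its tested members, compared between groups by an exact two-sided permutation test, and the lowest such p adjusted over the lists was 0.57. Terms were taken from the table's own annotation and tested with camera where they had 10 to 500 tested genes. This covered 13828 tested genes, and the terms of 2037 further genes (12.8%) were not used here.

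Genes are named in the text by rule. These are the 4 RT-qPCR genes, Chil3 and Fabp4; in each direction the 10 genes with the smallest p whose groups do not overlap and whose mean FPKM is at least 1 in a group, without predicted genes, pseudogenes and receptor segments; and for each list its 4 most abundant members and the member with the smallest p. Genes outside the rule are said to be chosen by their values.

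Alternatives covered the pseudocount (0.1, 0.5), the filter, the scaling, the abundant transcripts, the settings of limma, the replicate number as a block, and each library left out. Others were added after the data had been seen: RLE and upper quartile scaling in edgeR, the skeletal muscle, neutrophil granule and intestinal lists as covariates, edgeR without hemoglobin, immunoglobulin and mitochondrial genes, and the data without the library of highest mitochondrial share in each group. The intestinal list of 35 textbook epithelial markers was also written after the calls had been seen, and 1 of its genes, Fabp2, is on the fatty acid list.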

Results

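Cortical bone from male C57BL/6J mice was profiled by bulk mRNA sequencing in 6 libraries. The animals were 18 months old and had been fed for 12 months with either a control diet (CD, replicates 1, 2 and 4) or a high-fat diet (HFD, replicates 2, 3 and 4), which gave 3 libraries per group. The labels do not say that each library came from a separate animal, so the p-values measure the spread between these samples, which may be technical. The total count in mega-counts (M) was 61.5 M in CD 1, 55.4 M in CD 2 and 61.6 M in CD 4, against 54.5 M in HFD 2, 57.8 M in HFD 3 and 60.5 M in HFD 4. The group means, 59.5 ± 3.55 M (SD, n = 3) for CD and 57.6 ± 3.01 M (SD, n = 3) for HFD, did not differ beyond the spread between libraries (exact two-sided permutation test, p = 0.5). Below, levels are normalised CPM as mean ± SD with n = 3 per group, log2 fold changes are HFD minus CD ± SE, and coordinates are those of the deposited table, which match the mouse build GRCm38. With 3 libraries against 3 an exact permutation test cannot give a p below 0.1.

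The libraries differed in ways that the diet did not follow. Mitochondrially encoded protein genes took 37.9% of the counts in CD 1, 15.3% in CD 2, 28.1% in CD 4, 15.5% in HFD 2, 15.6% in HFD 3 and 38.6% in HFD 4. The first principal component held 57.1% of the variance, and along it CD 1 (-69.7), CD 4 (-34.4) and HFD 4 (-25.6) lay apart from CD 2 (29.8), HFD 2 (31.0) and HFD 3 (68.9). It was taken on log2(FPKM + 1) with no scaling between libraries. The TMM factors divided the libraries alike, with 0.641, 0.944 and 0.828 against 1.24, 1.26 and 1.28 in that order. Shifts of scale may therefore be part of this component. The Spearman correlation, taken across genes, lay between 0.928 and 0.963 over the 6 pairs within a group and between 0.874 and 0.954 over the 9 pairs between groups. The skeletal muscle list took 8.39% of the counts in CD 1, 3.61% in CD 2, 2.31% in CD 4, 5.79% in HFD 2, 1.20% in HFD 3 and 4.11% in HFD 4. Type I collagen (Col1a1 and Col1a2) took 6.51% in CD 4, 1.93% in CD 2 and 0.300% in CD 1, against 0.313%, 0.0939% and 0.467% in HFD 2, HFD 3 and HFD 4.

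Transcripts of the intestinal epithelium formed a further division. A list of 35 such genes was written after the gene calls had been seen. Of these, 28 were almost absent from CD 1 and CD 2 and present in the other 4 libraries. Their summed share was 2.23 CPM in CD 1 and 3.68 in CD 2, against 309 in CD 4, 379 in HFD 2, 358 in HFD 3 and 359 in HFD 4. Lypd8, which encodes a protein secreted onto the colonic surface, had counts of 0, 0, 2773, 3018, 3090 and 3069 in CD 1, CD 2, CD 4, HFD 2, HFD 3 and HFD 4. Muc2, the gel-forming mucin of goblet cells, had counts of 4, 11, 2130, 2336, 2418 and 2437 in that order. The other 7 members of the list, such as Epcam and Tspan8, were also counted in CD 1 and CD 2. This division overlaps with the diet, since CD 1 and CD 2 hold CD samples only, so the comparison between diets within it rests on CD 4 against the HFD libraries.

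The diet comparison asks how long-term high-fat feeding changes gene expression in the bone of aged mice. Under HFD, genes of monocytes and macrophages were higher and genes of bone-forming cells and their matrix were lower. The median log2 fold change was 0.79 over 32 monocyte and macrophage genes, -2.49 over 30 osteoblast and ossification genes and -1.42 over 20 genes of the collagen matrix. Every HFD library stood above every CD library for Cd300e, Adgre4, Batf3 and Lipg, and every HFD library stood below every CD library for Alpl, the alkaline phosphatase of mineralising cells. Camera with a preset correlation called 26 of 38 gene lists, these among them, and 0 with an estimated correlation (smallest adjusted p = 0.487). The quasi-likelihood test of edgeR on 19831 genes called 0 genes higher and 0 lower at an adjusted p of 0.05, its smallest being adjusted p = 0.466.

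At an unadjusted p under 0.05, edgeR counted 1916 genes, 488 of them higher and 1428 lower under HFD. DESeq2 called 111 genes higher and 231 lower, and 245 of these 342 had groups that did not overlap. That overlap was taken on CPM without TMM scaling, unlike the one over all genes below. The limma test on log2(FPKM + 1) called 9 genes higher and 1 lower. The 10 were chosen by their values. They were Cd300e (log2 fold change on that scale 2.90), the immunoglobulin V segments Igkv12-89 (4.09), Ighv6-6 (3.56), Igkv19-93 (3.18), Igkv12-44 (3.36) and Ighv2-9-1 (1.99), BC048679 (3.11), the muscle gene Csrp3 (3.00), Fcrl5 (2.28) and, lower, the muscle kinase subunit gene Prkag3 (-2.27). Groups did not overlap for 3014 genes, 15.2% of those tested, where chance gives 10%, and 2029 of them were lower and 985 higher under HFD. Past a log2 fold change of 2 in either direction stood 219 genes that were higher and 371 that were lower in edgeR, 0 of them past its adjusted p. This balance turned in some other fits, such as without CD 4 (702 higher, 229 lower) and with the neutrophil granule list as a covariate (503 and 245). On its own folds over unfiltered genes DESeq2 had 3210 above 2 and 2750 below -2, of which 85 and 159 passed its adjusted p. Without CD 4, edgeR called 23 genes higher and 1 lower, and with the intestinal list as a covariate, a fit in which the diet rests almost on CD 4 alone against HFD, it called 0 and 0. The 23, chosen by their values, include 13 members of the intestinal list such as Muc2, Lypd8 and Krt20. The gene called lower was Igfn1.

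Cd300e, an activating receptor of monocytes (ENSMUSG00000048498, chromosome 11, 115051917 to 115062177), went from 0.774 ± 0.212 under CD to 25.4 ± 22.4 under HFD, a log2 fold change of 5.03 ± 0.86. It was 49.0 in HFD 2, 22.8 in HFD 3 and 4.49 in HFD 4. DESeq2 called it (adjusted p = 8.73e-09), limma did too (adjusted p = 0.0414), and edgeR gave adjusted p = 0.466, which is the edgeR value for the other genes in this paragraph as well. Adgre4, an adhesion receptor of myeloid cells (ENSMUSG00000032915, chromosome 17, 55749984 to 55853662), stood at 3.96 ± 1.80 and 23.4 ± 12.6 (2.56 ± 0.53, DESeq2 adjusted p = 0.00108). Batf3, a transcription factor of dendritic cells (ENSMUSG00000026630, chromosome 1, 191097847 to 191108945), stood at 0.679 ± 0.211 and 8.05 ± 7.18 (3.56 ± 0.86, DESeq2 adjusted p = 0.00158). Lipg, the endothelial lipase (ENSMUSG00000053846, chromosome 18, 74939322 to 74961263), stood at 1.19 ± 0.464 and 12.3 ± 7.18 (3.36 ± 0.59, DESeq2 adjusted p = 6.62e-06). As a list the 4 genes were called by camera (median 3.46, adjusted p = 6.12e-07; adjusted p = 0.487 with an estimated correlation), and 4 passed when adjusted over the list alone. The study chose them on these samples, so their direction here is not independent evidence. The paper also reported their rise by RT-qPCR, without stating whether those samples overlap with these libraries. Their mean library level was 0.507 ± 0.243 under CD and 2.53 ± 1.27 under HFD on the log2(FPKM + 1) scale (exact permutation p = 0.1). With the intestinal list as a covariate their median was 3.58.

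The other genes with the smallest p among those whose groups did not overlap did not pass edgeR's adjusted p (adjusted p = 0.466 each), while DESeq2 called them. Higher under HFD were the integrin gene Itgad (1.44 ± 0.648 to 19.8 ± 12.2, log2 fold change 3.78 ± 0.64), the IgG receptor gene Fcgr4 (7.03 ± 3.26 to 103 ± 97.9, 3.87 ± 0.87) and Cd5l, a secreted macrophage protein (5.76 ± 2.92 to 42.3 ± 27.6, 2.87 ± 0.61). The acyl-CoA thioesterase gene Acot1 (chromosome 12, 84009490 to 84018371) stood at 2.50 ± 0.803 and 18.1 ± 10.2 (2.86 ± 0.47), and the mitochondrial acetyl-CoA synthetase gene Acss1 at 25.4 ± 7.30 and 71.5 ± 17.1 (1.49 ± 0.29). The B cell gene Fam129c (1.49 ± 0.32) and the interferon-induced GTPase gene Tgtp2 (0.92 ± 0.21) complete that direction. Acot1 and Tgtp2 have near-identical neighbours with which reads may be shared, so their values are uncertain. Lower under HFD were the homeobox gene Hoxc4 (chromosome 15, 103018934 to 103036852; 4.27 ± 1.02 to 0.531 ± 0.221, log2 fold change -3.00 ± 0.48), the dioxin-induced oxidase gene Cyp1a1 (-4.11 ± 0.83), the apelin receptor gene Aplnr (22.3 ± 10.7 to 6.42 ± 0.607, -1.80 ± 0.36), the chemokine gene Ccl21a (-1.70 ± 0.35, with near-identical copies), Nsg1 (-1.41 ± 0.28), the thyroid hormone deiodinase gene Dio2 (21.5 ± 1.55 to 8.26 ± 1.61, -1.38 ± 0.23), Sema3f (-1.18 ± 0.23), the kinase genes Pak1 (-1.17 ± 0.22) and Pkn3 (-1.11 ± 0.23), and the metallothionein gene Mt2 (46.2 ± 5.26 to 22.9 ± 1.34, -1.02 ± 0.19).

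**Figure D1:**
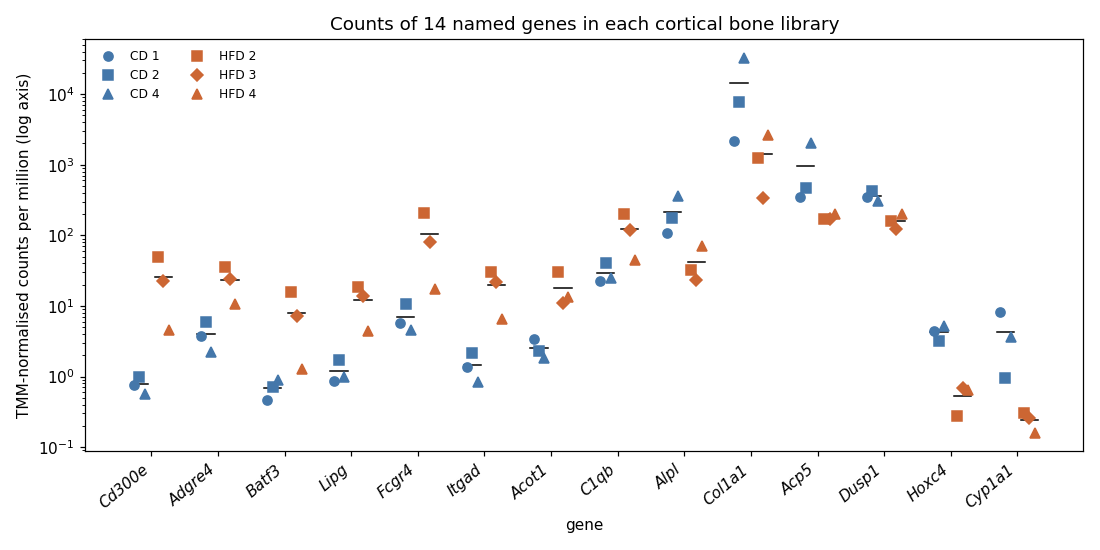
Each point is 1 library's TMM-normalised CPM on a log axis for 14 named genes, blue for CD and orange for HFD, with the marker giving the replicate and the black line the group mean. All HFD points of Cd300e (4.49 to 49.0) lie above the CD points, and those of Alpl lie below.

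Genes of bone-forming cells were lower under HFD. All 30 osteoblast and ossification genes had lower fitted means, 13 with groups that did not overlap (chance 10%), and 27 had an unadjusted p under 0.05. Camera called the list (adjusted p = 4.95e-18; adjusted p = 0.487 with an estimated correlation). Over all genes edgeR called 0 members, adjusted over the list alone 27 passed, and DESeq2 called 15. Alpl (chromosome 4, 137741733 to 137796384), the member with the smallest p, stood at 215 ± 131 under CD and 41.9 ± 24.6 under HFD (-2.36 ± 0.58). The type I collagen genes Col1a1 (chromosome 11, 94936224 to 94953042; 14260 ± 16400 and 1419 ± 1168, -3.33 ± 1.25) and Col1a2 (-3.34 ± 1.25), the matrix gene Sparc (-2.69 ± 0.98) and the osteopontin gene Spp1 (1700 ± 777 and 779 ± 397, -1.13 ± 0.53) were the most abundant members, and the groups overlapped in all 4. The mean library level of the list was 4.99 ± 1.43 under CD and 3.25 ± 0.514 under HFD (exact permutation p = 0.2), with CD 1 at 3.43 inside the HFD range of 2.73 to 3.76. Without CD 4 the median was -1.38, and with the intestinal list as a covariate it was -3.65.

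Osteocytes are the cells embedded in mineralised bone. Of their 15 tested genes 12 were lower and 3 higher (median -1.09, camera adjusted p = 0.00012; adjusted p = 0.489 with an estimated correlation), 2 with groups that did not overlap, and adjusted over the list alone 0 passed. The matrix phosphoprotein gene Dmp1 (255 ± 293 and 43.9 ± 47.5, -2.54 ± 1.06) and the gap junction gene Gja1 (207 ± 156 and 52.2 ± 27.1, -1.99 ± 0.60) had lower means, whereas Cd44 (0.08 ± 0.27) and Mepe (0.40 ± 0.84) did not. Slc13a5, a citrate transporter gene, had the smallest p (-4.62 ± 1.33). The median was -0.57 without CD 4, -2.04 without HFD 4 and -0.63 in limma on FPKM. The level stood at 2.46 ± 0.593 and 1.83 ± 0.514 (exact permutation p = 0.2).

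Genes of osteoclasts, which resorb bone, were not higher under HFD. Among 18 members 15 were lower and 3 higher, 9 with groups that did not overlap, all lower (median -0.87, camera adjusted p = 0.000279; adjusted p = 0.505 with an estimated correlation). DESeq2 called 5 members, all lower, and adjusted over the list alone 7 passed. The cathepsin K gene Ctsk (1002 ± 1021 and 193 ± 58.4, -2.38 ± 0.74), the tartrate-resistant phosphatase gene Acp5 (948 ± 941 and 181 ± 19.7, -2.39 ± 0.70), Mmp9 (1123 ± 920 and 364 ± 23.7, -1.63 ± 0.59) and the receptor gene Oscar (20.7 ± 20.6 and 2.74 ± 1.10, -2.92 ± 0.73) had every HFD library below every CD library. Car2, which erythroid cells also express, was at 0.47 ± 0.51. The median was -0.25 without CD 4, -0.27 in limma on FPKM and -1.67 with the intestinal list as a covariate, and the level on FPKM, 3.84 ± 0.897 and 3.34 ± 0.269, gave exact permutation p = 0.5. On CPM it was 5.80 ± 0.865 and 4.79 ± 0.144 and separated the groups (exact permutation p = 0.1).

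Cartilage and fibrous matrix genes were also lower. All 11 tested chondrocyte genes had lower means, 4 with groups apart (median -2.19, camera adjusted p = 1.9e-05; adjusted p = 0.487 with an estimated correlation), and adjusted over the list alone 4 passed. Comp (195 ± 29.0 and 39.0 ± 31.9, -2.32 ± 0.66), Chad (-2.19 ± 0.60), Col2a1 (-2.75 ± 1.10) and Col11a1 (-3.37 ± 1.07) were the most abundant, and Acan, the aggrecan gene, had the smallest p (-2.45 ± 0.64). The median was -1.41 without CD 2, -1.24 with the intestinal list as a covariate and -0.11 in limma with no filter, and the level was 2.00 ± 0.540 and 1.09 ± 0.296 on FPKM (exact permutation p = 0.2) and 2.92 ± 0.427 and 1.17 ± 0.827 on CPM (exact permutation p = 0.1). Of 20 genes of fibrillar and sheet collagen matrix all had lower means and 18 had groups that did not overlap (camera adjusted p = 3.72e-13; adjusted p = 0.487 with an estimated correlation). Adjusted over the list alone 14 passed, and DESeq2 called 3. Fmod (537 ± 107 and 142 ± 110, -1.92 ± 0.55), Dcn (800 ± 134 and 294 ± 223, -1.44 ± 0.55), Bgn (-1.39 ± 0.48) and Lum (-1.76 ± 0.67) encode small proteoglycans, and Col6a3 had the smallest p (186 ± 51.1 and 43.6 ± 23.4, -2.10 ± 0.49). This list's level, 4.82 ± 0.627 and 3.62 ± 0.570, separated the groups (exact permutation p = 0.1), and its median was -2.15 without HFD 4.

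Fat cell genes showed no common direction. Of 25 adipocyte genes 12 were higher and 13 lower (median -0.01, mean 0.04, camera adjusted p = 0.727), and 0 passed when adjusted over the list alone. Fabp4, the fatty acid binding protein of adipocytes and macrophages (chromosome 3, 10204088 to 10208576), stood at 279 ± 73.4 and 276 ± 44.2 (-0.01 ± 0.30). Car3 (-1.51 ± 0.92), Cd36 (0.51 ± 0.45) and Pnpla2 (0.84 ± 0.52) were the other abundant members, and the adipsin gene Cfd had the smallest p (22.1 ± 9.65 and 6.55 ± 1.61, -1.75 ± 0.40). The sign of this median changed with the scaling. It was 0.06 with upper quartile scaling in edgeR and 0.27 in limma on FPKM. Camera called the list without HFD 3 (0.24) and with the intestinal list as a covariate (0.57, camera adjusted p = 0.0453). With the replicate number as a block it was called as well (0.46, camera adjusted p = 0.000179). In a fit with that block only CD 2, CD 4, HFD 2 and HFD 4 inform the diet difference.

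Genes for fatty acid binding and oxidation were higher as a list. Of 25 members 21 were higher and 4 lower (median 0.61, camera adjusted p = 6.06e-05; adjusted p = 0.487 with an estimated correlation). For 3 of the 25 the groups did not overlap, where all genes gave 15.2%. DESeq2 called 3 members and adjusted over the list alone 2 passed. The list holds Lipg, which the study chose on these samples. The heart-type binding protein gene Fabp3 (90.5 ± 71.6 and 380 ± 303, 2.07 ± 0.89), which muscle also expresses, Pdk4 (0.93 ± 0.82), Acadl (0.98 ± 0.48) and Acadvl (0.53 ± 0.56) were the most abundant, and Acot1 had the smallest p. The level on FPKM, 2.93 ± 0.0693 and 3.70 ± 0.632, separated the groups (exact permutation p = 0.1), while on CPM, at 4.34 ± 0.414 and 5.11 ± 0.699, they overlapped (exact permutation p = 0.3). The median was 0.32 without CD 2, 0.18 without HFD 2, 1.02 without CD 1 and 0.96 with the intestinal list as a covariate. It was 0.58 with the skeletal muscle list as a covariate. That list holds slow and fast fibre genes together, so whether muscle fibre type contributes to the fatty acid list was not tested. The cholesterol and LXR list was not called (median -0.21 over 18 genes, 7 higher and 11 lower, adjusted p = 0.805), and its sign changed in limma on FPKM (0.06). Apoe stood at 0.80 ± 0.37, Nr1h2 at 0.01 ± 0.19, Lpcat3 at 0.40 ± 0.30, Mylip at 0.03 ± 0.25 and the lipid exporter gene Abcg1, with the smallest p, at 1.18 ± 0.43.

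Monocyte and macrophage genes were higher under HFD. Of 32 members 23 were higher and 9 lower, and 6 of the higher and 2 of the lower had groups that did not overlap (camera adjusted p = 6.12e-07; adjusted p = 0.487 with an estimated correlation). DESeq2 called 6 members, all higher, and adjusted over the list alone 6 passed. The list holds Cd300e and Adgre4, which the study chose on these samples, so these counts are not independent of that choice. The cathepsin S gene Ctss stood at 72.3 ± 36.0 and 182 ± 76.8 (1.34 ± 0.46), the pore-forming protein gene Mpeg1 at 155 ± 70.7 and 309 ± 102 (1.0 ± 0.42), the lysozyme gene Lyz2 at 0.65 ± 0.53 and the monocyte gene Ly6c2 at 0.81 ± 0.48. Chil3 (chromosome 3, 106147554 to 106167564), a lectin of myeloid cells, was at 504 ± 332 and 1010 ± 283 (1.0 ± 0.53, edgeR adjusted p = 0.581). The level was 2.84 ± 0.602 and 3.72 ± 0.685 on FPKM (exact permutation p = 0.2) and 4.29 ± 0.377 and 5.25 ± 0.471 on CPM (exact permutation p = 0.1), and the median was 1.20 without CD 2. The 19 single-cell genes of the study, chosen on other cells of this study, were not called (median 0.14, 12 higher, adjusted p = 0.0639; adjusted p = 0.487 with an estimated correlation), and 0 passed adjusted over the list alone. They were called without CD 2 (0.30) and without HFD 4 (0.27) but not without CD 4 (0.38), and Psap (0.12 ± 0.34) was among the most abundant.

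Other marrow lineages were higher too. The dendritic cell list had a median of 0.58 (12 of 16 higher, camera adjusted p = 0.00398; adjusted p = 0.489 with an estimated correlation). Bst2 (0.36), Ly6d (1.44), Irf8 (0.92) and Naaa (0.50) were its abundant members. Batf3, which the study chose on these samples, had the smallest p. Neutrophil granule genes had a median of 0.57 (16 of 20 higher, camera adjusted p = 0.0063, and adjusted p = 0.635 with an estimated correlation). S100a9 stood at 0.57, Ngp at 0.35, S100a8 at 0.66 and Camp at 0.61. Mmp9, the smallest p, went the other way at -1.63, with every HFD library below every CD library. Eosinophil, basophil and mast cell genes had a median of 0.47 (12 of 14 higher, adjusted p = 0.0122; adjusted p = 0.611 with an estimated correlation). Prg2 (0.35), Prss34 (0.51) and the near-identical pair Ear1 (0.44) and Ear2 (1.47, the smallest p) were its examples. In each of these lists 0 members passed adjusted over the list alone. These calls moved with single libraries. The dendritic call ended without CD 1 (0.49) and without CD 4 (0.37), and its median was 1.05 without CD 2 and 0.36 without HFD 3. The neutrophil call ended without CD 1 (0.35), CD 4 (0.33), HFD 2 (0.31) or HFD 3 (0.51) and its median was 1.24 without CD 2, and the eosinophil call ended without CD 1 (0.34), CD 4 (0.30) or HFD 3 (0.23), with 0.90 without CD 2.

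Lymphoid genes were higher. Of 26 B cell and plasma cell genes 23 were higher (median 1.17, camera adjusted p = 2.4e-08; adjusted p = 0.487 with an estimated correlation). The IgM heavy chain gene Ighm stood at 619 ± 344 and 2258 ± 1488 (1.87 ± 0.69), Igkc at 1.11 ± 0.59, Cd24a at 0.47 ± 0.45, Jchain at 0.70 ± 0.59 and the pre-B cell gene Vpreb3, with the smallest p, at 1.63 ± 0.42. Of 23 T and NK cell genes 22 were higher (median 0.65, adjusted p = 5.04e-07; adjusted p = 0.487 with an estimated correlation), among them Nkg7 (1.21), Ccl5 (1.12), Trbc2 (0.56) and Trbc1 (0.82), which share sequence, and Ncr1 (1.6, the smallest p). That median was 1.51 without CD 2 and 0.42 without HFD 3. In both lists 0 members passed adjusted over the list alone.

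Erythroid and platelet genes had higher means in all members. The 19 erythroid genes had a median of 0.61 (camera adjusted p = 0.00224; adjusted p = 0.635 with an estimated correlation), with Hbb-bs at 0.78, Hba-a1 at 0.71, Hba-a2 at 0.67 and Hbb-bt at 0.84, gene pairs between which reads may be shared, and Car1 (1.34) as the smallest p. Hemoglobin took 1.25 ± 1.01% of the counts under CD and 2.47 ± 1.93% under HFD (exact permutation p = 0.5), with 4.68% in HFD 3. Without HFD 3 the erythroid median was -0.04, without CD 4 it was 0.37 and not called, and it was 1.05 without CD 2, 0.95 without HFD 2 and 1.63 with the intestinal list as a covariate. The 14 megakaryocyte and platelet genes had a median of 1.76 (adjusted p = 3.62e-07; adjusted p = 0.487 with an estimated correlation), with the platelet chemokine genes Ppbp (140 ± 124 and 559 ± 512, 1.99 ± 0.84) and Pf4 (1.83 ± 0.80), Thbs1 (0.01), Treml1 (1.9) and Clec1b (1.95, the smallest p). It was 2.81 without CD 2 and 0.76 without HFD 3. Stem and progenitor genes were not called (median 0.08, mean 0.03, camera direction down, adjusted p = 0.944), with Ly6a at 0.07, Lmo2 at 0.84, Tal1 at 0.19, Cd34 at -0.84 and Hoxa9, the smallest p, at -1.76. In these lists 0 members passed adjusted over the list alone.

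Vessel genes were lower. Of 16 endothelial genes 15 were lower, 7 with groups that did not overlap (median -0.82, camera adjusted p = 1.03e-07; adjusted p = 0.487 with an estimated correlation). Plvap (82.5 ± 11.9 and 46.5 ± 13, -0.83 ± 0.27), Pecam1 (-0.47 ± 0.28), Eng (-0.55 ± 0.28), Cdh5 (-0.96 ± 0.37) and Mmrn2 (-1.05 ± 0.29, the smallest p) were its examples. Smooth muscle and pericyte genes had a median of -0.71 (9 of 12 lower, adjusted p = 0.0172; adjusted p = 0.611 with an estimated correlation), with Des at -0.27, Rgs5 at -0.92, Acta2 at -0.79, Tagln at -0.80 and Notch3, the smallest p, at -1.09. That call ended without CD 4 (-0.49) and without HFD 3 (-0.47), and its median was -1.14 without HFD 4. Marrow stromal niche genes were not called (median -0.13, 8 higher and 8 lower, adjusted p = 0.597). Hp stood at 0.45, Cxcl12 at 0.72, Igfbp5 at -0.76, Pdgfrb at -1.15 and Pdgfra, the smallest p, at -1.76, and the median was 0.10 in limma with no filter. In these lists 0 members passed adjusted over the list alone.

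Skeletal muscle genes, which mark muscle left on the bone, were not called (median -0.69, 19 of 24 lower, adjusted p = 0.526), and their level was 7.38 ± 0.605 and 7.42 ± 1.18 (exact permutation p = 1). Acta1 stood at 6169 ± 6074 and 4234 ± 2645 (-0.54 ± 0.93), Tnnt3 at -0.89, Tnnc2 at -0.90, Pvalb at -1.09 and Myh2, the smallest p, at 1.95 ± 1.10. The sign of the median changed without CD 1 (0.44) and with the intestinal list as a covariate (0.38). Without HFD 3 camera called the list, while the median was -0.22. Camera works on log2 CPM, on which the level was 10.1 in HFD 2 and 10.2 in HFD 4. It was 10.6 in CD 1, 8.25 in CD 2 and 9.38 in CD 4, so the sign of that median does not give the direction of the call. Nerve and Schwann cell genes were not called (median -0.44, 8 of 12 lower, adjusted p = 0.289), with Pmp22 at -0.66, Cnp at 0.88, Mbp at 0.32 and S100b, the smallest p and the 1 member past the threshold adjusted over the list alone, at -1.11. They were called without HFD 4 (-0.92) and with the intestinal list as a covariate (-0.98), while their median was -0.096 without CD 4 and -0.27 without HFD 3.

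Antigen presentation and interferon genes were higher as lists. In the MHC class I and class II lists 0 members had groups that did not overlap, where all genes gave 15.2%. The levels of these MHC lists on FPKM overlapped between groups (exact permutation p = 0.4 and p = 0.3). Of 22 genes of MHC class I antigen processing 20 were higher (median 0.39, camera adjusted p = 7.17e-05; adjusted p = 0.584 with an estimated correlation), with B2m (565 ± 130 and 723 ± 166, 0.36 ± 0.35), H2-D1 (0.27 ± 0.40) and H2-K1 (0.37 ± 0.40), genes of a family with shared sequence, Calr (-0.30 ± 0.30) and the immunoproteasome gene Psmb8 (0.94 ± 0.36, the smallest p). The call ended without CD 1 (0.15), and the median was 0.64 without CD 2, 0.22 without HFD 3, 0.26 with the intestinal list as a covariate, 0.19 with the neutrophil granule list as one and 0.0027, not called, with the replicate number as a block. All 12 MHC class II genes were higher (median 0.78, adjusted p = 6.35e-06; adjusted p = 0.487 with an estimated correlation), with Cd74 at 0.61, Ifi30 at 0.14, H2-Ab1 at 0.66 and Ctss as the smallest p, and the median was 1.40 without CD 2 and 0.48 without HFD 3. Of 28 interferon response genes 25 were higher, 15 of them with groups that did not overlap (median 0.71, adjusted p = 4.66e-10; adjusted p = 0.487 with an estimated correlation). Irf7, the interferon regulatory factor, had the smallest p (19.8 ± 6.69 and 41.5 ± 3.99, 1.07 ± 0.28), and Isg15 (1.11), Igtp (0.76), Rsad2 (0.71) and Bst2 were its abundant members. In these lists 0 members passed adjusted over the list alone.

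Complement genes moved apart and were not called as a list (median 0.11, mean 0.05, camera direction down, adjusted p = 0.901). DESeq2 called 3 members higher and 1 lower, and 4 passed adjusted over the list alone. The C1q genes, which macrophages express, were C1qb (29.6 ± 10.1 and 121 ± 76.9, 2.03 ± 0.54) and C1qa (33.9 ± 8.82 and 106 ± 58.1, 1.65 ± 0.46), while Serping1 stood at -0.62 ± 0.28, C3 at 0.19 ± 0.37 and Cfd had the smallest p. The sign of the median changed without CD 4 (-0.01) and without HFD 3 (-0.02), and it was 0.38 without CD 2. Inflammatory cytokine genes were not called (median -0.17, mean -0.02, camera direction up, adjusted p = 0.959), with Ccl6 at 0.35, Nfkbia at -0.38, Il1b at -0.55 and Cxcl2, the smallest p, at -0.99. Their median was 0.16 in limma on FPKM, 0.27 without CD 2 and -0.32 without CD 1. In the cytokine list 0 members passed adjusted over the list alone.

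Immediate early and stress genes were lower in all 16 members, 9 with groups that did not overlap (median -0.91, camera adjusted p = 1.99e-08; adjusted p = 0.487 with an estimated correlation). Egr1 stood at 599 ± 116 and 219 ± 125 (-1.45 ± 0.45), Fos at -0.99 ± 0.40, Junb at -0.78 ± 0.33, Zfp36 at -0.89 ± 0.33 and the phosphatase gene Dusp1, the smallest p, at 361 ± 60.6 and 162 ± 39.5 (-1.16 ± 0.30). These genes also respond to handling of tissue. Of 25 Wnt and BMP signalling genes 24 were lower (median -0.83, adjusted p = 1.76e-07; adjusted p = 0.487 with an estimated correlation), with Id3 at -1.55, Id1 at -0.73, Ccn4 at -2.28 and the Wnt inhibitor gene Wif1, the smallest p, at -2.07, and the median was -0.52 without CD 4 and -0.43 in limma on FPKM. Senescence and secretory phenotype genes had a median of -0.75 (10 of 14 lower, adjusted p = 0.00829; adjusted p = 0.487 with an estimated correlation), where Mmp13 (-1.95), Igfbp7 (-0.92), Cdkn1a (-0.90) and Mmp3 (-2.65, the smallest p) were lower and Lmnb1 stood at 0.17. It was -0.36 without CD 4, -0.43 without HFD 3 and -0.37 in limma on FPKM. In these lists 0 members passed adjusted over the list alone.

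Reactive oxygen and antioxidant genes had a median of 0.44 (19 of 21 higher, camera adjusted p = 8.27e-05; adjusted p = 0.487 with an estimated correlation), with Gpx1 at 0.77, Gpx4 at 0.19, Cyba at 0.88, the catalase gene Cat, the smallest p, at 0.86 and Gpx3 at -1.23. It was 0.67 without CD 2 and 0.27 without HFD 3. All 18 proliferation genes had higher means (median 0.47, adjusted p = 0.000164; adjusted p = 0.611 with an estimated correlation), among them Pcna (0.49), Rrm2 (0.33), Mki67 (0.07), Ccnb2 (0.60) and Cenpa (0.75, the smallest p), and the median was 0.12 without HFD 3, 0.30 without CD 1 and 1.05 without CD 2. The 25 cytosolic ribosomal protein genes had a median of 0.28 (adjusted p = 0.000289; adjusted p = 0.635 with an estimated correlation), with Rplp1 at 0.24, Rplp0 at 0.28, Rpl4 at 0.15 and Rps6 at 0.40, and it was 0.19 without HFD 3, 0.43 without HFD 4 and 0.51 without CD 2. The unfolded protein response list was not called (median -0.21, adjusted p = 0.399), with Hsp90b1 at -0.36, Hspa5 at -0.40, Atf4 at -0.08 and Atf3, the smallest p, at -1.04, and its sign changed in limma on FPKM (0.05). It was called without CD 1 (-0.24). Mitochondrially encoded genes were not called (median -0.52, all 13 lower, adjusted p = 0.37), with mt-Co1 at -0.48, mt-Cytb at -0.52, mt-Nd1 at -0.64, mt-Atp6 at -0.47 and mt-Nd3, the smallest p, at -0.59, and they were called without CD 2 (-0.91) and without HFD 4 (-1.47), while the median turned to 0.16 without CD 1. Housekeeping genes were not called (median 0.10, mean -0.05, adjusted p = 0.485), with Actb at 0.45, Rpl13a at 0.34 and Pgk1 at -0.26. In the lists of this paragraph 0 members passed adjusted over the list alone.

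**Figure D2:**
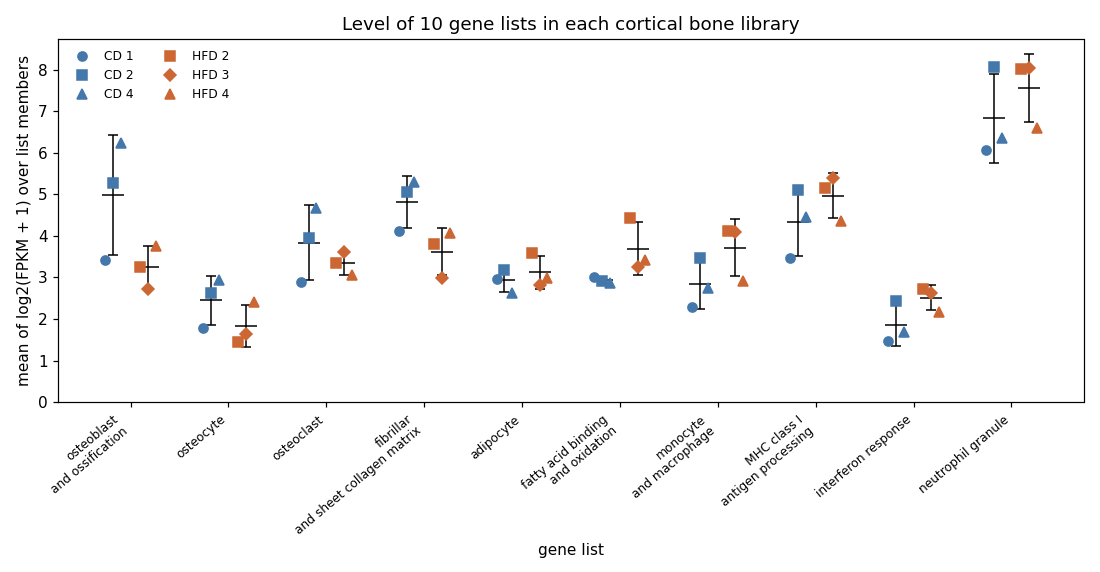
Each point is 1 library's mean of log2(FPKM + 1) over the tested members of a gene list, for 10 lists, with blue for CD, orange for HFD and the marker for the replicate; black bars are the group mean and SD (n = 3). The collagen matrix list and the fatty acid list have groups that do not overlap, whereas CD 1 lies among the HFD libraries for the osteoblast list.

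Across the 38 lists camera with a preset correlation of 0.01 called 26, of which 16 were higher and 10 lower. With an estimated correlation it called 0, with 0 unadjusted p under 0.05 and a smallest adjusted p = 0.487. The rotation test fry called 0 for a change in 1 direction (smallest adjusted p = 0.287) and 0 for a change in either direction (smallest adjusted p = 0.16). Without CD 4 only 21 of the 26 kept their call and direction, and with the neutrophil granule list as a covariate 19 did. That covariate lowered the medians of the MHC class II (0.48), monocyte (0.47), dendritic (0.23), proliferation (0.14) and cytosolic ribosomal (0.06) lists, among others. The fatty acid median rose to 0.72 with it.

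**Figure D3:**
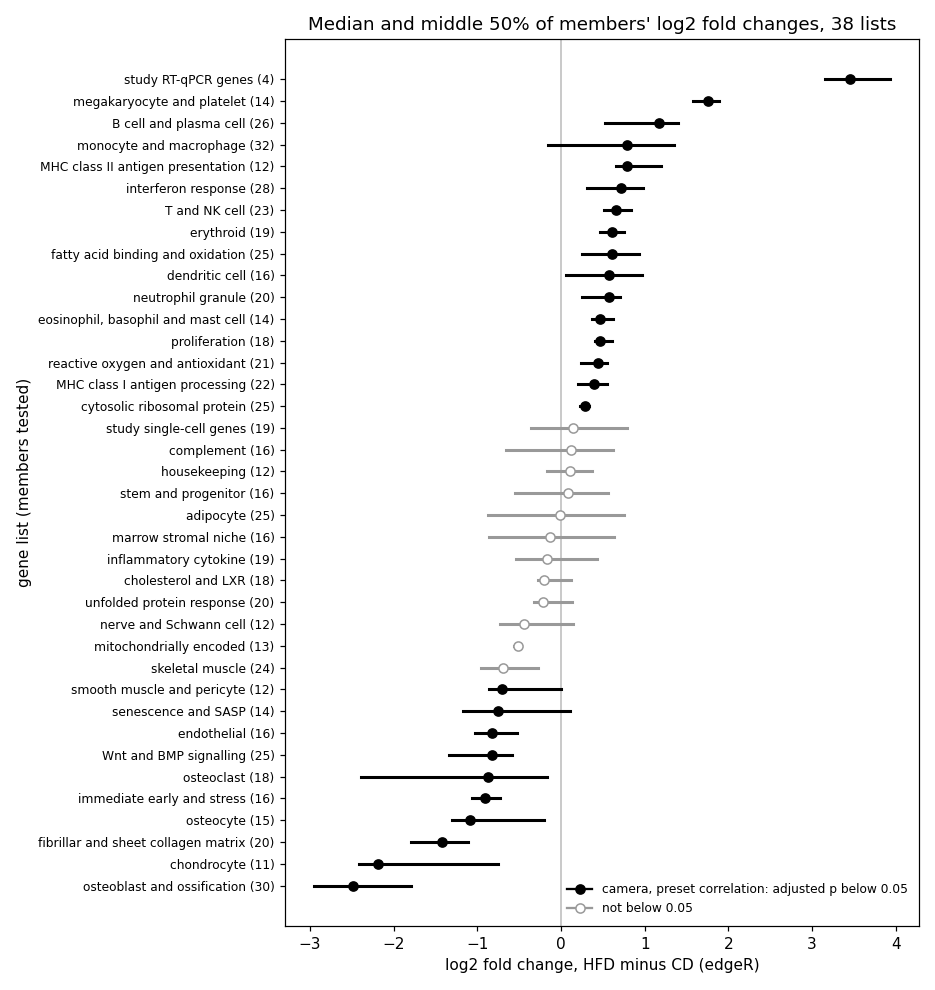
Points give the median log2 fold change (HFD minus CD) of the tested members of each of 38 gene lists and bars the middle 50% of the members, in black where camera with the preset correlation called the list and in grey where it did not. The lowest median is that of the osteoblast list (-2.49) and the highest that of the 4 RT-qPCR genes (3.46).

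The terms that the deposited table attaches to its genes gave a similar division. Of 2286 terms camera called 194, of which 78 were higher and 116 lower under HFD, and 0 were called with an estimated correlation (smallest adjusted p = 0.992). Without CD 4 it called 100. Lower were extracellular matrix (median -1.03 over 180 genes, adjusted p = 9.92e-17), extracellular matrix organization (-1.0 over 112, adjusted p = 5.01e-13) and ossification (-1.16 over 56, adjusted p = 2.39e-06), and bone mineralization (-1.0 over 20, adjusted p = 0.0346) was lower as well. Osteoblast differentiation (-0.47, adjusted p = 0.0944) and osteoclast differentiation (-0.33, adjusted p = 0.0944) were not called. Higher were adaptive immune response (0.57 over 82, adjusted p = 1.33e-07), defense response to virus (0.28 over 96, adjusted p = 9.89e-07) and immune response (0.63 over 195, adjusted p = 7.97e-06). Fatty acid binding (0.29 over 16, adjusted p = 0.15) and fat cell differentiation (-0.24 over 40, adjusted p = 0.122) were not called, and negative regulation of fat cell differentiation was lower (-0.53 over 13, adjusted p = 0.0328). Each of these calls had adjusted p = 0.992 with an estimated correlation. Extracellular matrix, adaptive immune response and defense response to virus were chosen after their values were seen. The other terms were set in advance, and apart from extracellular matrix organization and osteoclast differentiation the study named them on these samples. A further 2 on MHC class I were set in advance but were not among those tested.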

Values the study reported

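The study reported 1570 differentially expressed genes between its bulk HFD and CD bone samples, 767 of them higher and 803 lower, with an absolute log2 fold change above 2 as its threshold. Mice were fed for 12 months with a diet holding 60% fat or a control diet holding 11% fat, and weight gain was 1.5-fold higher on the former.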

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

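Some alternatives were chosen only after the data had been seen. They were RLE and upper quartile scaling in edgeR and the neutrophil, intestinal and muscle covariates. The fit without hemoglobin, immunoglobulin and mitochondrial genes and the fit without the libraries of highest mitochondrial share were chosen then too. The 6 libraries hold 54.5 to 61.6 M counts, a depth that limits genes of low count, and why edgeR called 0 genes was not tested. Of the lists called at the preset correlation, 26 kept call and direction under DESeq2, without the low count filter, under the scalings in edgeR and under every run of limma except an FPKM minimum of 1 (25). In that run the RT-qPCR list held too few genes to be tested, and the other 25 kept theirs. The cause of the moves below was not tested unless the setting itself shows it.

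Against 0 genes higher, 0 lower and 590 past the study's fold threshold (37.1% of these higher) in edgeR, the numbers were 111, 231 and 5960 (53.9%) in DESeq2, which was run on unfiltered counts, and 6759 (57.3%) past the fold in edgeR without the filter, where the genes added have low counts. In limma on log2(FPKM + 1) they were 9, 1 and 73 (71.2%), with pseudocount 0.1 they were 7, 0 and 265, with 0.5 they were 8, 1 and 123, with no filter 0, 0 and 73, and with an FPKM of at least 1 they were 17, 3 and 72. TPM gave 53, 14 and 119, median of ratios 0, 0 and 67 (50.7%), upper quartile 0, 0 and 69 (49.3%), FPKM rescaled without hemoglobin, immunoglobulin and mitochondrial genes 1, 0 and 53, FPKM rescaled without the skeletal muscle list 39, 11 and 71, robust limma 1, 0 and 73, and limma with no trend 0, 0 and 73. Array weights gave 7129, 2203 and 344, and the estimation of those weights stopped before it converged. A pseudocount shrinks the folds of low genes. The median of all genes moved from that of edgeR by 0.226 in limma on FPKM, 0.297 and 0.26 with the pseudocounts 0.1 and 0.5, 0.246 with the FPKM minimum of 1, 0.262 in TPM, 0.17 in the rescaled FPKM and 0.367 with array weights, and by less than 0.1 with median of ratios and upper quartile. The added fits in edgeR called 0 genes: RLE (1873 genes at an unadjusted p under 0.05), upper quartile (1813), neutrophil covariate (1357), muscle covariate (3132), intestinal covariate (2632), without hemoglobin, immunoglobulin and mitochondrial genes (1912), and without CD 1 and HFD 4 (2211). Past the fold threshold were 1726 genes with the intestinal covariate and 1429 without CD 1 and HFD 4.

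Leaving out each library in turn gave 0 to 23 genes higher, 0 to 1 lower, 795 to 1482 past the fold threshold, 21 to 29 lists and 100 to 261 terms. The median of the adipocyte list ranged from -0.15 to 0.43 and was called without HFD 3 (0.24, camera adjusted p = 0.0183). That of MHC class I ranged from 0.15 to 0.64, and that of the erythroid list from -0.037 without HFD 3 (not called) to 1.05. The adipocyte median was 0.76 with array weights and 0.57 with the intestinal covariate (camera adjusted p = 0.0453). In limma on FPKM the medians of osteoclast (-0.27), osteocyte (-0.63), Wnt and BMP (-0.43) and senescence (-0.37) lists were nearer 0, and with no filter that of chondrocyte genes was -0.11.

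Replicate numbers 2 and 4 stand in both groups. The deviations of their libraries correlated at -0.155 and 0.18, within the range of -0.364 to 0.453 between libraries of unlike number. So few pairs cannot decide whether the numbers pair the samples. CD 1 and HFD 3 share their number with no other library. With the number as a block they therefore do not inform the diet difference, which rests on CD 2, CD 4, HFD 2 and HFD 4. Moves under the block can thus come from this smaller set of libraries as well as from pairing. The fit with the replicate number as a block called 0 genes (2946 at an unadjusted p under 0.05), had 1031 past the fold threshold and called 23 lists, 19 of them among the 26. With the block the adipocyte median was 0.46 (camera adjusted p = 0.000179), the skeletal muscle median 0.92 (adjusted p = 4.41e-09) and the MHC class I median 0.0027. That call ended, as did those of the proliferation (0.05), eosinophil (0.10), erythroid (0.12), T and NK cell (0.26), dendritic cell (0.28) and smooth muscle (-0.61) lists. Of lists that kept their call, the block lowered the megakaryocyte and B cell medians (0.62 each). It also lowered those of MHC class II (0.38), neutrophil (0.37), reactive oxygen (0.29) and cytosolic ribosomal (0.14) genes, among others. The block raised that of fatty acid genes (1.32).

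With an estimated correlation 0 lists were called, with adjusted p = 0.487 for osteoblast, fatty acid and monocyte lists, adjusted p = 0.489 for osteocyte, adjusted p = 0.505 for osteoclast and adjusted p = 0.584 for MHC class I. In fry 0 were called, with adjusted p = 0.287 for osteoblast, adjusted p = 0.442 for osteocyte and osteoclast, adjusted p = 0.449 for fatty acid and MHC class I, and adjusted p = 0.339 for monocyte. The estimated correlation within the osteoblast list was 0.89, which by construction widens the test. On FPKM the level of a list separated the groups for 3 lists as a mean and for 1 as a median over members. On CPM, a scale added later, the mean did so for 8 lists, and the fatty acid list was not among them.

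Among the named genes Cd300e kept its sign in all 29 other fits and was called in 8 (log2 2.72 to 5.59), Adgre4 was called in 2 of 29, Batf3 and Lipg in 4 of 28, and Alpl and Col1a1 in 2 of 29. Array weights turned the sign of Fabp4 (0.50), Mepe (-0.98), Des (0.84), Acta1 (1.3) and Pgk1 (1.06). Over all named genes 5155 values kept their call and either kept direction or, uncalled, changed sign by less than the SE of the edgeR fit. A further 224 were called where edgeR was not, 57 changed sign by more than that SE without a call and 5 reversed with a call.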

Other observations

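The gene families, the intestinal list, the muscle fibre genes, the intestinal covariate, the rescaled splits and the tests of explanations in this part were chosen only after the result was seen, whereas the counts of other splits for lists and terms were planned. Homeobox genes, which record position along the body axis, were lower under HFD. Of 31 tested Hox genes 29 were lower (median log2 fold change -1.39), 12 had an unadjusted p under 0.05, all lower, and 14 of the lower ones had groups that did not overlap, where chance gives 10%. All 7 Hoxc genes were lower with groups that did not overlap (median -2.43). The camera test of the Hox family gave raw p = 2.59e-10 with the preset correlation and p = 0.0907 with an estimated one, neither of them from an exact test. The annotated term anterior/posterior pattern specification was lower as well (-0.97 over 44 genes, adjusted p = 1.16e-06; adjusted p = 0.992 with an estimated correlation).

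Antibody genes were higher under HFD. Of 165 immunoglobulin V segments 118 were higher (median 0.72), and of the 30 with an unadjusted p under 0.05, 27 were higher. Groups did not overlap for 18 higher and 2 lower segments, where chance gives 10% and all genes gave 15.2%. Near-identical segments share reads, so single segments are uncertain. The family gave camera p = 4.87e-08 with the preset correlation and p = 0.286 with an estimated one, again not from an exact test. The term immunoglobulin production was higher (0.78 over 86 genes, adjusted p = 7.97e-06; adjusted p = 0.992 with an estimated correlation). Immunoglobulin genes took 0.280 ± 0.192% of the counts under CD and 0.677 ± 0.513% under HFD (exact permutation p = 0.3, n = 3). HFD 3 held 1.26%, against 0.476% in HFD 2, 0.294% in HFD 4 and 0.498% in CD 2.

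A few muscle genes, picked by their values and tested as no list, differed between CD 1 and CD 2 and the other libraries. The slow myosin gene Myh7 had 2.11 and 0.0902 CPM in CD 1 and CD 2, against 168 in CD 4, 295 in HFD 2, 19.2 in HFD 3 and 94.3 in HFD 4. The fast myosin gene Myh4 had 16600, 8350, 3020, 7450, 1470 and 5350 in that order, and Igfn1 had 22.5 and 66.6 in CD 1 and CD 2 and 2.7 to 3.25 in the other libraries.

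At an absolute log2 fold change above 2, edgeR's fit after its filter held 590 genes, 219 higher and 371 lower, and DESeq2 on unfiltered counts 5960, 3210 higher and 2750 lower. The count quoted from the study above is higher than the former and lower than the latter, in each direction too, so the count varies with the tool and its filter.

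The 6 libraries split into 3 and 3 in 10 ways, too few for a share under 0.05. DESeq2 called 342 genes in the real split, and 3 of the 10 splits gave as many, the highest other giving 609. For limma the number was 10, reached by 2 of the 10 splits, with a highest other of 4621. For edgeR it was 0 in all 10. For the lists it was 26, reached by 2 of the 10 splits, with a highest other of 27, and for the terms 194, reached by 6, with a highest other of 317. The split of CD 1, CD 4 and HFD 4 against CD 2, HFD 2 and HFD 3, which follows the mitochondrial share, gave the 4621 genes in limma on FPKM. Once FPKM was rescaled by median of ratios, limma called 0 genes in each of the 10 splits, the real one included. The calls of limma thus depended on the scaling of FPKM, and what made those of that split was not tested. In DESeq2 that split gave 463 genes, fewer than the 609 of CD 1, HFD 2 and HFD 4 against the rest, which does not follow that share. Without CD 1 and HFD 4, edgeR called 0 genes (2211 at an unadjusted p under 0.05) and 26 of the lists kept their call.

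Osteoblast and ossification genes had a median of -2.49 under HFD, with CD 4 the highest library and CD 1 among the HFD libraries. The tables argue against muscle in the dissected bone as the whole cause, since the median stayed at -2.63 with the skeletal muscle covariate and was called by camera at the preset correlation, a call that is lost at an estimated one even without the covariate (adjusted p = 0.487). CD 4 alone stays a possible explanation, as the median without it was -1.38 while CD 1 lay within the HFD range, and so does the source of the intestinal transcripts, as the -3.65 with that covariate compares almost CD 4 alone with HFD. A smaller share of bone relative to marrow also stays open: the osteoblast level minus the osteocyte level on CPM was 2.7 ± 0.802 under CD and 1.66 ± 0.514 under HFD (difference -1.04, exact permutation p = 0.2), so the lists may not have moved alike, but the groups overlapped. In 1 of the 10 splits, the real one, the median was as far from 0 (2.49, highest other 2.48). In these libraries an effect of the diet on bone-forming cells was not tested beside these explanations. By other means the paper reported fewer osteoblasts in stained bone and lower bone density under the high-fat diet.

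Cd300e, Adgre4, Batf3 and Lipg had a median log2 fold change of 3.46, with each HFD library above each CD library. HFD 2 alone is argued against as the cause, as the median was 2.79 without it, with the other HFD libraries still above every CD library. A general rise of monocytes and macrophages stays open, because the 4 genes were selected by the study on these samples and the other 30 members of that list (median 0.76) reach 3.87, and so does the source of the intestinal transcripts, because the 3.58 with that covariate compares almost CD 4 alone with HFD. More monocytes of the Ly6c-low kind could be a source, but 5 of their genes had a median of 0.95 and moved apart (Ace -0.74, Nr4a1 -0.77, Treml4 0.95, Cx3cr1 1.12, Fcgr4 3.87), which leaves it open, as is a change of expression within cells. In 1 of the 10 splits, the real one, the median was as large (highest other 2.80), which is too few splits to judge chance.

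Intestinal transcripts were present in CD 4 and every HFD library and almost absent from CD 1 and CD 2, and edgeR called 42 genes for those 2 libraries against the other 4, while the other 14 of the 15 splits of 2 against 4 gave at most 1. The diet stays open as the source, since the share in CD 4, at 84.6% of the HFD mean, is that of a single CD library. A shared source added in a fixed amount after dissection, such as RNA carried over between samples, may explain it, as the summed count over the 4 libraries varied by 5.45% of its mean for the 28 genes almost only in them, by 7.72% for the 15 of these not called without CD 4 and by 7.97% for all 35, below each of the 38 lists (lowest 12.9%). Intestinal tissue taken along at dissection stays open. The share per library varied by 8.48% for the 28 genes and 11.5% for all 35, also below each of the lists (lowest 13.7%). The total count itself varied by 5.39% over the 4 libraries. The small gap between the spread of counts and that of shares thus cannot tell these sources apart. No sort or gate would have removed such material, and the sources used here do not say whether CD 1 and CD 2 were handled apart from the rest.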
